A study of Homo sapiens with 4 samples. Its data were reported in "Translational implications of Th17-skewed inflammation due to genetic deficiency of a cadherin stress sensor" (2022).

How the data were processed

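Punch biopsies of palm and hip skin were incubated overnight with dispase to part epidermis from dermis, and single cells were captured on the 10x Chromium system and sequenced on an Illumina NextSeq, per the labels. The deposited files hold UMI counts, that is whole-number counts of transcripts per gene and barcode, made by the authors and not normalized, with 1 matrix per library. The genome build, annotation, cell-calling settings and the way reads shared between genes were counted are not stated in the labels, the file headers or the main text of the study, whose supplemental methods were not at hand, so genes are given by the symbol and Ensembl ID of the files and no coordinates are given. The lowest count per barcode was 500 to 503 UMIs in every library, so shallower barcodes had been left out before deposit. No cell annotation was used from the authors: clusters and their names were rebuilt, and a difference from the study may come from this. Groups were taken from the labels for site and layer, with 1 library per group. The titles of all 4 libraries share a code whose meaning is not stated, so it may mark 1 donor or 1 batch.

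Barcodes with at least 300 detected genes and at most 20% mitochondrial UMIs were kept, which left 2367 of 2567 in hip epidermis, 1135 of 1816 in palm epidermis, 997 of 1218 in hip dermis and 1810 of 2184 in palm dermis. Scrublet, as implemented in scanpy 1.11.5, was run in each library with an expected doublet rate of 6%. It marked 78 of 6309 cells (1.24%), which were left out: 49 in hip epidermis, 6 in palm epidermis, 3 in hip dermis and 20 in palm dermis. This is below the expected rate, so unmarked doublets are not excluded. The median depth of the kept cells was 6498.5, 13331, 2467 and 2094 UMIs. Counts were scaled per cell and log-transformed, 2000 variable genes were chosen across libraries, and cells were clustered without integration on 30 principal components with 15 neighbours and the Leiden method at resolution 1. Junction, inflammatory, IVL, TGM1, GJA1, HOX and mitochondrial genes were left out of the clustering.

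Markers of each class and stage were fixed before the data were examined, as were the gene lists, the rule for named genes and most of the other settings tried. The files give LOR, KIAA0101, IGJ and DARC for LORICRIN, PCLAF, JCHAIN and ACKR1, which were matched through Ensembl IDs, and TRAC, TRBC1, TRBC2, IGKC, TPSB2 and PECAM1 were not found. The rules that turn markers into names were set after the clusters had been explored. A cluster took the class with most markers among its 10 genes of highest fold, if at least 2, and otherwise the class of highest mean marker level with at least 3 raised markers. It stayed unnamed with fewer than 3 markers detected in 10% of its cells, with more markers of another class among the 10, or with a median depth far under its library's (below the median over 3) and none of its own markers among the 10. Keratinocyte-like cells of the epidermal libraries were clustered again and their stages named within each library: cycling with at least 3 cycling markers among the 10, keratinized with a scaled keratinized score above 0.5, and otherwise basal or differentiated by the higher score. Stage clusters with under 10 cells in a library took the name given in the other. Clusters were 26 in number and all were named.

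For each class or stage and library, counts were summed and expressed as CPM, counts scaled to a common sum. Levels carry exact Poisson intervals, shares exact Clopper-Pearson intervals and log2 ratios exact conditional binomial intervals, all at 95%. The limits given for fibroblast-like shares of 0 cells are an exception, with the 0 set to 3 cells. A side with 0 counts was set to a floor of 3 and the fold given as a bound. The exact Poisson 95% upper limit for 0 counts is somewhat higher than this floor. Exact limits would thus allow somewhat smaller folds than the bounds given. With 1 library per group no test was run, and no p-value or count of changed genes is given. A ratio needed at least 30 cells on each side, except those of keratinized cells with FLG and LOR UMIs, which rest on 12 palm and 21 hip cells. Medians of lists used genes with at least 20 UMIs on 1 side, with counts under 3 set to 3 and intervals from 1000 Poisson redraws, so a median that falls on or depends on such genes is a bound. A list's percentile is its place among 10000 random lists of the same size, matched on mean expression in 10 bins, over 12251 genes for keratinocyte-like and 8988 for fibroblast-like cells. It describes these libraries and is no test.

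The text names the junction, inflammatory and HOX lists, GJA1, IVL and TGM1, and for each site comparison the 5 genes highest in palm and the 5 highest in hip by log2 ratio, with counts under 3 set to 3, among genes with at least 100 UMIs in the library with more. For keratinocyte-like cells the sign of the difference in CPM had to be the same in the basal, differentiated and keratinized stages, however few the counts. Mitochondrial, ribosomal protein, HLA, immunoglobulin, T cell receptor, Y chromosome and X inactivation genes were left out, as were genes without a symbol. The reading of direction was corrected after a first list had been seen, since genes with 0 counts on both sides of a stage had passed by library size alone. The first reading is kept as an alternative, and 5 of its 10 genes are shared with the list given. How folds against the floor are reported was likewise refined after the values were seen. DSC3, CTNNA1, COMP, CILP2 and the HOX genes discussed further in the closing observations were singled out after their values were seen.

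The settings tried by plan were a looser filter (200 genes, no mitochondrial limit) and a stricter one (500 genes, 10%), doublets kept, Leiden resolutions 0.5 and 2.0, genes centred within libraries, only cells with at least 1000 UMIs, edgeR 4.0.16 TMM factors, DESeq2 1.42.0 size factors (both in R 4.3.3), the mean of per-cell CPM, cells thinned to 1000 UMIs (148, 6, 138 and 373 shallower cells left out in hip epidermis, palm epidermis, hip dermis and palm dermis), the mean of the 3 stages, gene minimums of 20 UMIs and none, and 20 expression bins. Chosen after the data were seen were leaving out cells with over 1% of UMIs from HBB, which had first been tried as part of the filter, fibroblast clusters with at least 30 cells of each library, and the first reading of the stage direction.

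The ratios and lists were tested on simulated data with 200 changed genes. For keratinocyte-like cells, over 11743 genes, the intervals covered the true ratio for 95.6% of genes and 97.5% of the changed genes were recovered, and for fibroblast-like cells, over 7589 genes, the values were 95.8% and 94.5%. Of 200 unchanged lists, 5% and 6.5% fell outside the central 95% of random lists. A first simulation of naming, with cells drawn from 1 profile per class or stage, gave 80.0% of 6167 cells their own class, left 19.6% unnamed and gave 0.470% another class. A second, drawn from 1 profile per cluster and added after the first was seen, gave 92.8% of 6053 cells their own class, left 3.96% unnamed and gave 3.21% another class. Of the keratinocytes given their own class, 2182 in the first simulation and 2890 in the second, 99.9% had their own stage in each. Simulated cells held no doublets and were drawn from the summed profiles of the reported classes, stages or clusters. These shares thus measure how far the naming repeats itself. They do not show that the names are right or that stages hold under other settings. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9.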

Results

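Single-cell RNA sequencing profiled the epidermal and dermal layers of skin biopsies from the palm and the hip, with 1 library for each of hip epidermis, palm epidermis, hip dermis and palm dermis. Each droplet library gives unique molecular identifier (UMI) counts, in which 1 UMI stands for 1 captured transcript. The hip epidermal library held 2567 barcodes and 16319716 UMIs, with a median of 6184 UMIs and 1850 detected genes per barcode. The palm epidermal library held 1816 barcodes and 16811836 UMIs, with medians of 8852.5 UMIs and 2261 genes. The dermal libraries were shallower. Hip dermis had 1218 barcodes and 3550000 UMIs, with medians of 2062.5 UMIs and 977 genes, and palm dermis had 2184 barcodes and 5458455 UMIs, with medians of 1903 UMIs and 905 genes. No group had a replicate, so every comparison sets 1 library against another, and the 95% intervals cover counting error only. After filtering and removal of called doublets, 2318, 1129, 994 and 1790 cells remained for hip epidermis, palm epidermis, hip dermis and palm dermis.

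The first question was how far each library held its own layer, since the layers were parted with the protease dispase before dissociation. Keratinocyte-like cells made up 95.7% of the hip epidermal cells (2219 of 2318, exact Clopper-Pearson 95% interval 94.8 to 96.5) and 95.7% of the palm epidermal cells (1081 of 1129, 94.4 to 96.8). In the dermal libraries they were 1 of 994 hip cells, or 0.101% (0.00255 to 0.559), and 2 of 1790 palm cells, or 0.112% (0.0135 to 0.403). Fibroblast-like cells were 0 of 2318 hip epidermal cells and 0 of 1129 palm epidermal cells. With the 0 set to the floor of 3 cells, the shares were 0.129% and 0.266%. The exact Clopper-Pearson upper limits would be somewhat higher. They made up 43.0% of the hip dermal cells (427 of 994, 39.9 to 46.1) and 41.3% of the palm dermal cells (740 of 1790, 39.0 to 43.7). The remaining dermal cells were mural, Schwann, endothelial, T or NK, mast, macrophage or dendritic and eccrine gland-like, with 1 melanocyte-like cell in hip. Mural-like cells took 12.0% of hip dermis and 24.6% of palm dermis, and Schwann-like cells 3.22% and 14.5%. The alternative that moved a class share most was the looser filter on cells, under which the keratinocyte-like share of palm epidermis was 79.4%.

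**Figure D1:**
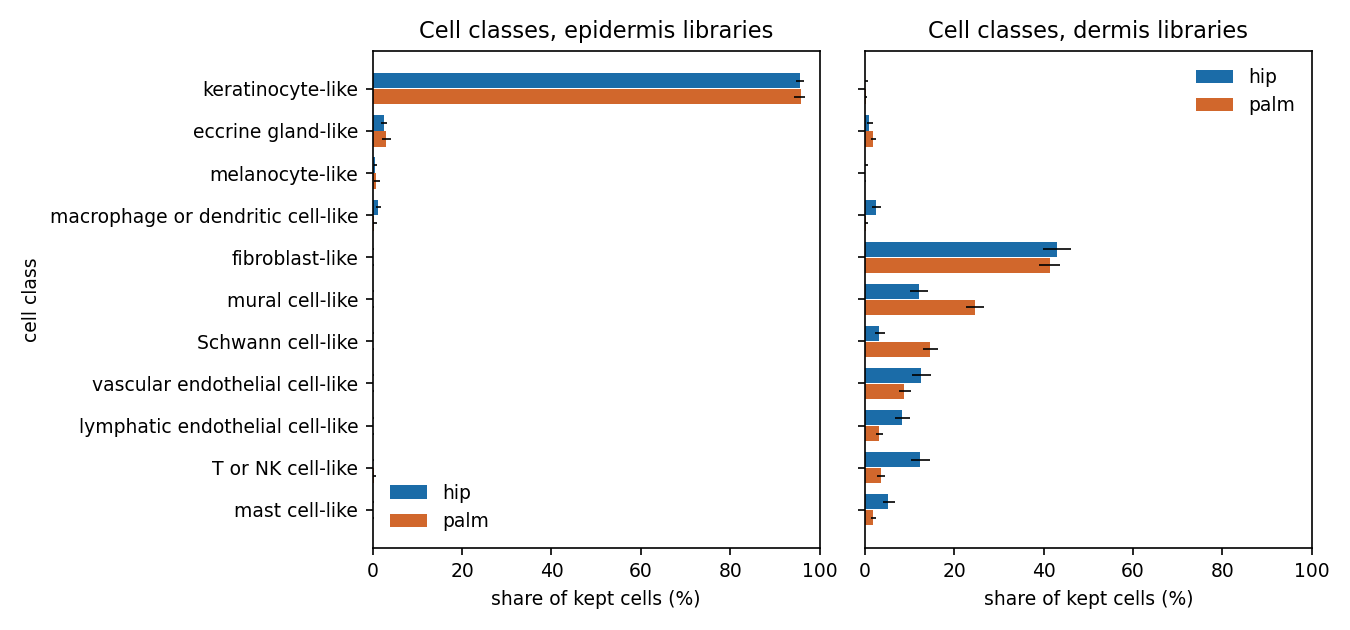
Share of kept cells in each class (x axis, percent) for the epidermal libraries on the left and the dermal libraries on the right, hip in blue and palm in orange, with exact 95% intervals as black lines. Keratinocyte-like cells took 95.7% of each epidermal library, and fibroblast-like cells 43.0% of hip dermis and 41.3% of palm dermis.

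Keratinocyte-like cells were then divided into the stages of epidermal differentiation. In hip epidermis 29.2% were basal (649 of 2219, 27.4 to 31.2), 59.3% differentiated (1315 cells, 57.2 to 61.3), 8.43% keratinized (187 cells, 7.30 to 9.66) and 3.06% cycling. In palm epidermis 15.3% were basal (165 of 1081, 13.2 to 17.5), 64.3% differentiated (695 cells, 61.4 to 67.2), 17.6% keratinized (190 cells, 15.4 to 19.98) and 2.87% cycling. With 1 library per group, a cluster mostly of 1 library may be that library, not a type, and most keratinocyte clusters were of this kind. For example, 1 cluster held 540 palm and 3 hip cells and another 472 hip and 8 palm cells. The stage shares are therefore given within each library and not ordered between sites. They also depended strongly on the clustering. At Leiden resolution 2.0 the differentiated share of palm was 27.2%, with 35.8% of the cells left without a stage. With doublets kept the keratinized share of palm was 0.464%, with 28.2% left without a stage. Of these 304 unstaged cells, 303 lay in 1 cluster with a scaled keratinized score of 1, so they lost the name.

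Junction genes were followed from basal to keratinized cells, because the study concerns the desmosomal cadherin DSG1 (ENSG00000134760). In hip, DSG1 stood at 220 CPM (counts scaled to a common sum) in basal and 2154 CPM in keratinized cells, a log2 ratio of 3.29 (conditional binomial 95% interval 3.17 to 3.41). In palm the levels were 271 and 2605 CPM, a log2 ratio of 3.27 (3.13 to 3.41). The alternative that moved this most was Leiden resolution 2.0, with 2.21 in palm, but there the palm cells called keratinized came mostly from a cluster with a scaled keratinized score of 0.526, while the palm cluster with a score of 1 was left unnamed. Among keratinized cells with both FLG and LOR UMIs the DSG1 ratio was 2.62 in hip (2.40 to 2.83) and 3.45 in palm (3.27 to 3.63). In those few cells, 21 in hip and 12 in palm, the ratios thus differed beyond counting error. The median log2 ratio over the 13 desmosomal genes with enough counts was 1.67 in hip (1.64 to 1.77) and 1.87 in palm (1.80 to 1.96). Beyond counting error, 9 were higher and 3 lower in keratinized cells of hip, where DSG2 was lower as well but only as a bound, and 10 were higher and 3 lower, DSG2 among them, in palm. DSC1 rose with DSG1, by 6.43 in hip and 6.16 in palm on the log2 scale. The ratio of DSG3 was −5.92 in hip and −5.06 in palm, and that of DSC2 was −4.15 and −5.12. DSG2 was at least 13.7-fold lower in keratinized than basal cells of hip (0 against 83 UMIs), and in palm the counts were 1 and 20. The 4 hemidesmosomal genes had medians of at most −6.68 in hip, a bound since counts under 3 were set to 3, and −7.01 in palm (−7.52 to −6.58). TMM factors (trimmed mean of M values) moved the median gene of the palm contrast by 0.35 and DESeq2 size factors by 0.34, and none of these genes changed direction under either.

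DSC3 and CTNNA1 went opposite ways at the 2 sites. DSC3 had a ratio of −1.11 in hip (−1.26 to −0.96) and 0.18 in palm (0.06 to 0.29), and among keratinized cells with both FLG and LOR UMIs it was −3.75 in the 21 hip and −2.76 in the 12 palm cells. CTNNA1 had a ratio of 0.83 in hip (0.58 to 1.09) and −0.44 in palm (−0.70 to −0.17), the latter −0.0826 under TMM factors with an interval that includes 0. The adherens junction median was 0.58 in hip (0.31 to 0.81) and −0.21 in palm (−0.46 to 0.12), so no direction was detectable in palm. The differentiation genes IVL and TGM1 rose by 9.04 and 8.62 in hip and by 7.43 and 6.36 in palm. The gap junction gene GJA1 rose by 0.99 in hip and 2.95 in palm. These ratios leave out the differentiated stage between. Over the 3 stages GJA1 stood at 158, 653 and 312 CPM in hip and at 188, 734 and 1452 CPM in palm. DSC3 was highest in differentiated cells at both sites, with 588, 856 and 273 CPM in hip and 532, 795 and 601 CPM in palm.

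**Figure D2:**
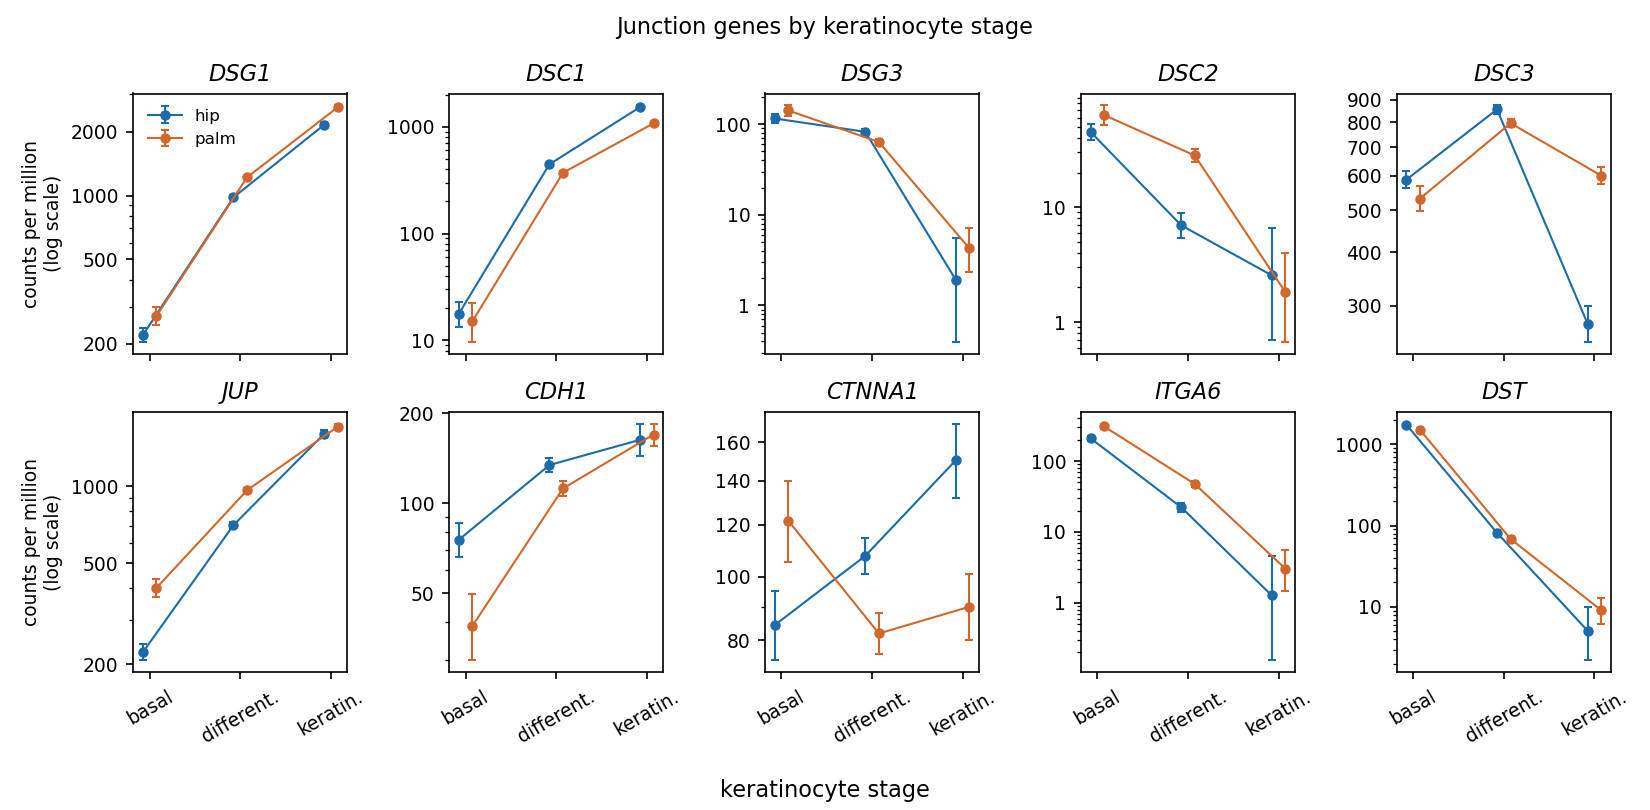
Level of 10 junction genes (y axis, CPM on a log scale) in basal, differentiated and keratinized cells (x axis) of hip in blue and palm in orange; points are summed counts of 1 library and bars exact Poisson 95% intervals. DSG1 rose from 220 to 2154 CPM in hip and from 271 to 2605 CPM in palm, while DSC3 was lower in keratinized than basal cells in hip only.

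The design also sets palm against hip within each layer. For keratinocyte-like cells the summed counts were 14897254 UMIs in hip and 14849299 in palm. The median log2 ratio of palm over hip for the junction list was −0.06 (−0.11 to −0.01) over 22 of its 24 genes, at percentile 69.2 of 10000 random lists of the same size and expression. Of these genes 10 were higher in palm and 12 in hip. The list is given no direction, because its median was 0.13 under TMM factors, which moved the median of all genes by 0.19, and 0.10 under DESeq2 size factors, which moved it by 0.16. At Leiden resolution 2.0 it was −0.19. Ratios of single genes over all keratinocyte-like cells also carry the mix of stages. DSG1 had a ratio of 0.61 (0.58 to 0.64), or 0.29 with equal weight on the 3 stages. In the same order the ratios were 0.62 and 0.28 for JUP, 0.81 and 0.77 for DSC2, −1.80 and −1.09 for DSG2, −0.97 and −0.21 for DST and −0.88 and −0.11 for ITGB4, which in basal cells was within counting error. They were 0.74 and 1.08 for GJA1, −0.24 and −0.95 for IVL and −1.01 and −2.14 for TGM1.

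A second list held 10 genes of keratinocyte inflammation, a process that the study examined in DSG1-deficient skin. Over the 8 with enough counts the median log2 ratio of palm over hip was −1.55 (−1.82 to −1.12), at percentile 0.02 of 10000 random lists, with 6 genes lower and 2 higher in palm. The alternative that moved it most was thinning each cell to 1000 UMIs, with −0.27. S100A7 (ENSG00000143556) had a ratio of −6.14 (−7.15 to −5.30), from 11 palm and 780 hip UMIs, and all 11 palm UMIs lay in 1 cell. S100A9 had a ratio of −2.87 (9 against 66 UMIs), CXCL1 of −2.66 (60 against 381) and IL1A of −2.64 (17 against 106). S100A8 was not distinguishable at −0.47 (−1.13 to 0.18). CXCL2 had a ratio of −0.22 (−0.42 to −0.03), which turned to 0.11 with thinned cells and to 0.10 under the stricter filter. By stage it was −0.61 in basal, 0.29 in differentiated (−0.01 to 0.59) and 1.84 in keratinized cells (0.33 to 3.81, from 30 and 4 UMIs), the last turning below 0 at Leiden resolution 0.5 and, with the lower-scoring palm cells called keratinized there, at 2.0. IL36G at 0.61 and SLPI at 0.92 were higher in palm. SLPI was higher only in the differentiated stage, at 1.10, against −0.79 in basal and −0.28 in keratinized cells, and TMM factors turned the last to 0.04. The ratio of IL36G was −1.22 in differentiated and −0.07 in keratinized cells, the latter within counting error, and its pooled ratio was −0.11 with equal weight on the 3 stages. LCN2 and IL1B had at most 4 UMIs per library.

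**Figure D3:**
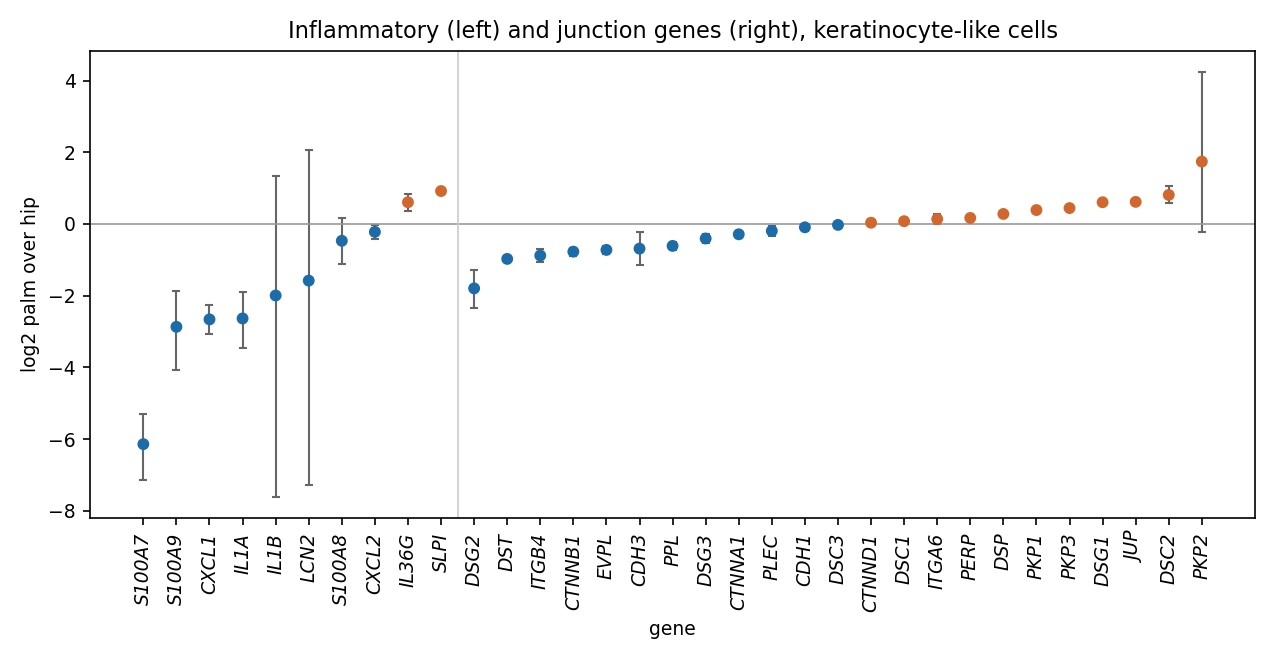
Log2 ratio of palm over hip (y axis) in keratinocyte-like cells for the inflammatory genes on the left and the junction genes with counts on the right, blue where the ratio is below 0 and orange where it is above, with conditional binomial 95% intervals. The inflammatory genes ran from −6.14 for S100A7 to 0.92 for SLPI, with CXCL2 changing sign under thinning, and the junction genes lay on both sides of 0, their median turning from −0.06 to 0.13 under TMM factors.

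A fixed rule of size named the 5 genes furthest in each direction among those whose counts had the same sign of difference in every stage. In basal cells that sign rested on 1 against 0 UMIs for SPRR2G, 0 against 1 for GSTA3, 2 against 1 for CD36 and 0 against 5 for S100A7, so a shared direction is not shown for these. KRT9 (ENSG00000171403) led those higher in palm, with 275206 palm and 26 hip UMIs and a log2 ratio of 13.37 (12.82 to 13.99). CD36 (ENSG00000135218) had a ratio of 6.72, from 1581 and 15 UMIs. SLC16A9 (ENSG00000165449) was at least 104-fold higher in palm (310 against 0 UMIs) and SHISA9 (ENSG00000237515) at least 94.6-fold higher (283 against 0). SPRR2G (ENSG00000159516) had a ratio of 7.67, but 59.4% of its 611 palm UMIs came from 1 cell. On the hip side stood S100A7, KRT15 (ENSG00000171346) at −6.48 (131 against 11738 UMIs), CACNA1H (ENSG00000196557) at −6.13, CYP1B1 (ENSG00000138061) at −6.12 and GSTA3 (ENSG00000174156) at −7.57 (−12.88 to −5.08, from 1 and 191 UMIs). KRT15 is also 1 of the markers used to name basal cells, and KRT9 and CD36 were among the genes of highest fold in a cluster of palm cells only. SPRR2G, S100A7 and GSTA3 have close paralogs, and the labels do not state how reads shared between genes were counted, so their counts are uncertain. With cells thinned to 1000 UMIs, 2 of these 10 genes were named again.

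In the dermis, fibroblast-like cells were compared over 1527353 hip and 2142037 palm UMIs. HOX genes, whose expression marks position along the body axis, were a list fixed beforehand. Over the 15 of 39 HOX genes with enough counts the median log2 ratio of palm over hip was at most −3.81, a bound since counts under 3 were set to 3 and 6 of the genes had 0 palm UMIs, at percentile 0 of 10000 random lists. Of these, 13 had a ratio below 0 and 2 above, and no sign changed under TMM or DESeq2 scaling, which moved the median of all genes by 0.17 and 0.18. The alternative that moved the list most kept only clusters with at least 30 cells of each library, with −2.60, and there HOXA10 turned from −0.60 to 0.53. All HOXB and HOXC genes and HOXD8 were lower in palm. HOXC9 (ENSG00000180806) was at least 51.9-fold lower in palm (0 against 111 UMIs), HOXC6 (ENSG00000197757) at least 50.5-fold lower (0 against 108), HOXC8 at least 44.9-fold lower and HOXC10 at least 32.3-fold lower. HOXB3 had a ratio of −6.10 (−9.17 to −4.21), from 2 and 98 UMIs. HOXA13 was higher in palm at 1.30 (0.60 to 2.06), from 76 and 22 UMIs, whereas HOXA9 at −0.39 and HOXA11 at 0.13 were not distinguishable at this depth.

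**Figure D4:**
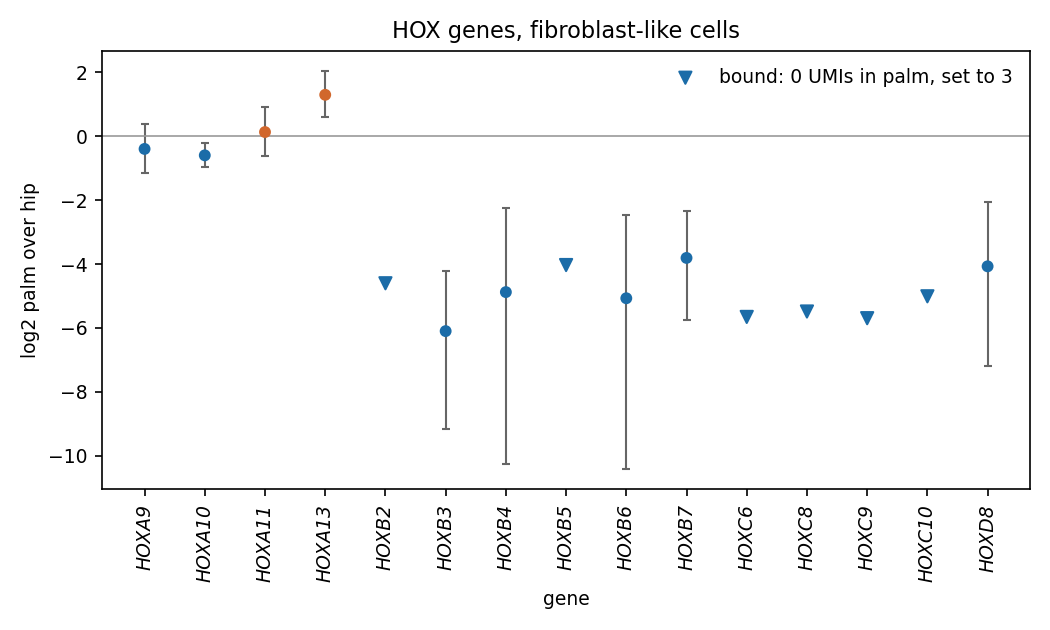
Log2 ratio of palm over hip (y axis) for the 15 HOX genes with enough counts in fibroblast-like cells, orange above 0 and blue below, with conditional binomial 95% intervals; triangles are upper bounds for genes with 0 palm UMIs, set to 3. The HOXB and HOXC genes all lay below 0, and HOXA13 at 1.30 lay above it under every scaling tried, while HOXA10 turned to 0.53 in clusters shared by both libraries.

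By the same rule of size, COMP (ENSG00000105664) led the genes higher in palm fibroblast-like cells, with 17123 palm and 154 hip UMIs and a log2 ratio of 6.31 (6.08 to 6.55). THBS4 (ENSG00000113296) followed at 5.11 (1645 against 34), then CILP2 (ENSG00000160161) at 5.06 (140 against 3, 3.48 to 7.35), MAB21L1 (ENSG00000180660) at 5.55 (131 against 2, 3.66 to 8.61), placed here because its 2 UMIs were ranked as 3, and ANGPTL7 (ENSG00000171819) at 4.74 (3265 against 87). Of the hip ANGPTL7 UMIs, 54.0% came from 1 cell. On the hip side, besides HOXC9 and HOXC6, POSTN (ENSG00000133110) had a ratio of −7.16 (10 against 1017 UMIs), SGCA (ENSG00000108823) of −5.41 (5 against 152), and IRX2 (ENSG00000170561) was at least 65.4-fold lower in palm (0 against 140). Fibroblast clusters differed in their makeup, with 301 palm and 1 hip cell in 1 cluster and 223 hip and 2 palm cells in another, and COMP, THBS4 and ANGPTL7 were the genes of highest fold in the first. In the 2 clusters with at least 30 cells of each library, 2 of the 10 genes were named again, COMP and POSTN, and COMP had a ratio of 6.24.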

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

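The explanations and the tests of them in this part were chosen after the results were seen, although TMM factors had been planned as a setting. No difference between sites or between cell classes was tested, since each group had 1 library.

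Of 30 genes with a ratio or a bound between keratinized and basal cells at both sites, 2 went opposite ways beyond counting error. DSC3 had a log2 ratio of −1.11 in hip and 0.18 in palm. A few genes taking most of the counts do not explain this, since under TMM factors the ratio was 0.53 in palm and −1.20 in hip. With only the keratinized cells that held both FLG and LOR UMIs, 12 in palm and 21 in hip, DSC3 fell to −2.76 (−3.57 to −2.05) in palm and to −3.75 in hip. The choice of these cells thus lowered DSC3 at both sites, and the gap between them was 0.99 against 1.29 before, with overlapping intervals. With so few counts, a palm keratinized class of less advanced cells and a difference between the sites cannot be told apart for this gene.

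CTNNA1 had a log2 ratio of 0.83 in hip and −0.44 in palm. Under TMM factors the palm value was −0.0826 (−0.35 to 0.19), which is consistent with a shift of the whole palm contrast by its most abundant genes as the source of the fall in palm, while CTNNA1 stayed at 0.74 in hip. In cells with FLG and LOR UMIs the palm value was −0.46 (−1.24 to 0.24) and the hip value 0.96 (0.37 to 1.51). These intervals do not overlap as counted. After the shifts that TMM factors gave these contrasts, 0.35 in palm and −0.09 in hip, they do overlap. The values therefore cannot tell whether a less advanced palm class alone would give the gap between the sites. The values rest on only 18 palm and 30 hip UMIs, and a difference between sites stays open and untested.

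Of 17 genes with a ratio or a bound between palm and hip in both keratinocyte-like and fibroblast-like cells, 6 went opposite ways beyond counting error or by a bound. The HOXC genes were higher in palm keratinocyte-like cells and lower in palm fibroblast-like cells. The keratinocyte log2 ratios were 2.11 for HOXC9, 1.61 for HOXC8, 0.89 for HOXC6 and 0.49 for HOXC10. In fibroblast-like cells, where palm had 0 UMIs, the ratios were at most −5.70, −5.49, −5.66 and −5.01. At the rate of hip, 539 UMIs of these genes were expected in palm fibroblast-like cells, so low depth is argued against, and 251 were expected in the clusters shared by both libraries, where 0 were seen. Fibroblast RNA in the palm epidermal library could not bring HOXC UMIs from cells that held 0. The mix of stages does not account for the keratinocyte side, where the genes summed had ratios of 0.76 in basal, 1.26 in differentiated and 2.70 in keratinized cells. A hypothesis left open is that positional HOXC expression differs between keratinocyte-like and fibroblast-like cells of the palm. With 1 library per group the difference may equally belong to these libraries. It does not extend to the whole palm dermis, where eccrine gland-like cells held 12 UMIs of these genes, Schwann-like 8 and mural-like 5. Vascular and lymphatic endothelial-like cells held 0 at either site.

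COMP had a log2 ratio of −6.06 (−11.39 to −3.53) in keratinocyte-like cells and 6.31 in fibroblast-like cells. Of the 67 hip keratinocyte UMIs, 64 (95.5%) came from 1 cell, so the keratinocyte ratio likely reflects that cell. As the source of all 67 UMIs, fibroblast RNA spread through the hip epidermal library would have brought 2563 COL1A1 UMIs, and 71 were seen. Since most of the 67 lay in 1 cell, this test cannot decide whether spread RNA brought the few others. On the fibroblast side the mix of clusters is not the whole cause, since in shared clusters the ratio was 6.24 (5.39 to 7.24). Whether that difference belongs to the site was not tested.

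CILP2 had a log2 ratio of −2.41 (−4.83 to −0.61) in keratinocyte-like cells, from 3 palm and 16 hip UMIs, and 5.06 in fibroblast-like cells. No hip cell held more than 6.25% of its 16 UMIs, so a single cell is unlikely as the source. Its counts are too low to weigh other explanations, and a difference between sites stays open and untested.

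Barcodes with over 90% mitochondrial UMIs were removed by the filter used for all reported comparisons. They were 22.5% of the palm epidermal barcodes (409 of 1816, 20.6 to 24.5), against 0.584% in hip epidermis, 0.903% in hip dermis and 0.595% in palm dermis. The palm barcodes had a median of 1355 UMIs and 39 genes. Red blood cells are argued against by HBB, at 0.00589% of their other UMIs, and the lowest total depth by the 79.2% that held over 1000 UMIs. Most of that depth was mitochondrial, and the 409 barcodes held 16975 other UMIs in all. Total depth thus cannot tell whether they held much other RNA. Keratinocyte markers took 11.9% of their other UMIs, against 9.98% in palm keratinocyte-like cells, 4.85% in the 15 such barcodes of hip epidermis and 0.692% in those of the dermal libraries. These barcodes may be damaged keratinocytes or droplets with free keratinocyte RNA, which were not separated by a test. A difference between sites also stays open and untested.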

How the results depend on the processing

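The alternatives that left out cells with red cell RNA, kept fibroblast clusters with at least 30 cells of each library, or read the stage direction from counts under 3 set to 3 were chosen after seeing the data, and the others were planned. Of the values that answer a comparison, 128 were counted as unmoved under an alternative, 93 as moved in the same direction and 3 as reversed. Of the values for single genes and other classes, 1316 were counted as unmoved, 599 as moved and 17 as reversed. Where a value had a counting interval, moved means beyond it. The percentile of the junction list and the numbers of genes named again have none and were also counted as moved. Bounds have no such interval either. The moved values are therefore not a count of shifts beyond counting error. Except where the construction of an alternative shows it, the cause was not tested. No paired analysis was possible because each group has 1 library, so the groups share fewer than 2 replicate numbers, and no test was run. The titles of the libraries share a code, whose meaning is not stated. Leaving out a replicate was not possible with 1 library per group. The planned comparison of keratinocyte-like cells of the dermal libraries was not run, since these held 1 and 2 such cells. Under the stricter filter, with doublets kept and with centred genes, the palm keratinized class had under 30 cells (5, 5 and 20), so the palm stage ratios and the named keratinocyte genes had no value there.

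The median of the junction list reversed, from −0.06 to 0.13 under TMM factors, 0.10 under DESeq2 size factors and 0.0297 with the mean of per-cell CPM. With counts under 3 set to 3, the HOX median stayed between −4.09 and −2.60, the inflammatory median between −2.23 and −0.27, the DSG1 ratio of keratinized over basal between 2.53 and 3.29 in hip and between 2.21 and 3.62 in palm, and the fibroblast-like share between 42.0% and 44.2% in hip dermis and between 41.0% and 45.4% in palm dermis.

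In the looser filter the keratinocyte-like share was 91.5% in hip epidermis, 79.4% in palm epidermis and 0% in both dermal libraries. The basal share was 42.5% in hip, the differentiated share 45.7% in hip and 54.2% in palm, and the keratinized share 26.8% in palm. The desmosome median was 1.54 in hip and 1.71 in palm, and DSG1 stood at 2.53 and 3.05. In the stricter filter the keratinocyte-like share was 97.53% in hip epidermis, 81.7% in palm epidermis and 0% in both dermal libraries. The basal share was 27.0% in hip and 18.6% in palm, the differentiated share 56.00% in hip and 53.9% in palm, and the keratinized share 0.643% in palm, where 22.8% were left without a stage, all from 1 cluster with a scaled keratinized score of 1. The junction median was −0.14, the inflammatory median −1.89 and the HOX median −2.95, with 5 of 10 fibroblast genes named again. DSC1 reversed between palm and hip to −0.0757 and CXCL2 to 0.10.

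With doublets kept, the basal share of hip was 41.9% and the differentiated share 42.0% in hip and 52.6% in palm. The keratinized share was 6.88% in hip and 0.464% in palm, where 28.2% were left without a stage. Of these 304 palm cells, 303 lay in 1 cluster with a scaled keratinized score of 1. Keratinocyte-like cells were 0% of hip dermis. In hip the desmosome median was 1.53, the hemidesmosome median −6.20 and DSG1 2.59, and S100A7 reversed between keratinized and basal cells to −0.27. With centred genes the keratinocyte-like share was 98.3% in hip and 98.7% in palm epidermis, the differentiated share 51.6% and 80.6% and the keratinized share 17.5% and 1.80%. In hip the desmosome median was 1.41, the hemidesmosome median −3.67 and DSG1 2.90, and S100A9 reversed between stages to 1.25. The inflammatory median was −2.23, and IL36G reversed between palm and hip in differentiated cells to 1.86.

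At Leiden resolution 0.5 the differentiated share of hip was 50.2% and the keratinized share 17.4%, the desmosome median 1.78, the hemidesmosome median −7.05 and DSG1 3.04 in hip. In keratinized cells the ratio of palm over hip reversed for CXCL2 from 1.84 to −0.54 and for SLPI to 0.21. At resolution 2.0 the keratinocyte-like share of palm epidermis was 86.9%, the differentiated share 57.2% in hip and 27.2% in palm, where 35.8% were left without a stage, and the keratinized share 10.7% in hip. The palm cells called keratinized came mostly from a cluster with a scaled keratinized score of 0.526, and the palm cluster with a score of 1 was left unnamed, so the palm keratinized values at this resolution are not for the cells of highest score. The desmosome median was 1.62 in hip and 1.09 in palm, DSG1 3.17 and 2.21, and the hemidesmosome median −3.88 in palm. The junction median was −0.19 and the inflammatory median −1.90. The ratio of palm over hip reversed for DSC1 to −0.22, for IL36G to −1.30 and, in keratinized cells, for CXCL2 to −4.34.

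Under TMM factors the desmosome median was 1.58 in hip and 2.22 in palm, the hemidesmosome median −6.78 in hip and DSG1 3.62 in palm, and SLPI in keratinized cells reversed to 0.0400. Under DESeq2 size factors the desmosome median was 2.21 and DSG1 3.61 in palm. With the mean of per-cell CPM the desmosome median was 1.88 in hip and 2.002 in palm, and in palm the hemidesmosome median was −6.20 and DSG1 3.42. With cells thinned to 1000 UMIs, which leaves fewer counts and so more genes near the floor, the desmosome median was 1.89 in hip, the hemidesmosome median −3.44 in hip and −3.89 in palm, DSG1 3.14 in hip and 3.43 in palm, the inflammatory median −0.27 and the HOX median −2.77. CXCL2 reversed to 0.11, and 2 of 10 keratinocyte and 4 of 10 fibroblast genes were named again.

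With equal weight on the 3 stages the inflammatory median was −0.92, and DSG3 reversed to 0.0677, DSC1 to −0.44, PERP to −0.0491 and IL36G to −0.11, with 5 of 10 keratinocyte genes named again. Only cells with at least 1000 UMIs gave a fibroblast-like share of 45.4% in palm dermis, and 20 expression bins put the junction list at percentile 67.4. With red cell RNA left out the differentiated share was 52.6% in hip and 57.1% in palm, and the keratinized share 15.3% and 24.7%. The desmosome median was 1.61 and 1.74, and DSG1 3.11 in palm. This setting kept 2318 hip epidermal cells, as in the reported analysis, and 1128 palm epidermal cells against 1129. The hip values thus moved because the clustering was redone, not because hip epidermal cells were left out. In fibroblast clusters with at least 30 cells of each library the HOX median was −2.60, HOXA10 reversed to 0.53 and 2 of 10 genes were named again. With stage direction read from counts under 3 set to 3, 5 of 10 keratinocyte genes were named again.

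In fibroblast-like cells the HOX genes rested on at most 125 UMIs in a library, and for genes at 0 in palm only a bound on the fold is known.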

Other observations

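All tests in this part were chosen after the results were seen, and each hypothesis was found and tested on the same libraries.

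The loss of HOXB expression in palm was not shared by every dermal class. Summed over HOXB2 to HOXB7, the log2 ratio of palm over hip was −5.56 (−6.79 to −4.57) in fibroblast-like cells and −7.36 (−12.70 to −4.81, 1 against 44 UMIs) in mural-like cells, but −0.21 (−0.65 to 0.22, 83 against 105 UMIs) in vascular endothelial-like cells. Lower capture of these transcripts in the palm library would have lowered the endothelial value as well, so it is argued against. HOXB expression in endothelium may be independent of site in these libraries, a hypothesis that rests on 1 library per site.

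HOXA13 was detected in hip fibroblast-like cells, in 20 of 427 cells. Of these 20 cells, 17 (85%) also held HOXB or HOXC UMIs, against 69.3% of the 407 hip cells without HOXA13, while 0 of 64 palm cells with HOXA13 and 5 of 676 without it did so. Palm cells in the hip library are thus unlikely to be the source. The hip cells with HOXA13 were deeper, with a median of 5734 UMIs against 3242. Free RNA would have given 14.9 HOXA13 UMIs in the endothelial, T or NK and mast-like cells of the library, and 0 were seen. Low HOXA13 expression in some hip fibroblasts may be real, and a difference between sites in its level was not tested.

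Alpha globin transcripts appeared without beta globin in keratinized cells of hip. HBA1 and HBA2 together had 556 UMIs, or 354 CPM, in 40 of 187 cells, and of the 22 cells with at least 5 such UMIs, 21 held no HBB. Barcodes with red cell RNA had 2.44 HBB UMIs for each alpha globin UMI, which would give 1358 HBB UMIs here, and 1 was seen. Free RNA is argued against by differentiated cells of the same library, at 2.63 CPM. The cell with most held 20.5% of the UMIs, so no single cell explains them. In palm keratinized cells 81 of 85 alpha globin UMIs lay in 1 cell. Expression of alpha globin in late keratinocytes of this hip library may explain the pattern. HBA1 and HBA2 are near-identical, so their counts are uncertain between the 2 genes, and wrongly assigned reads from another gene were not tested.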
